A study of Caenorhabditis elegans with 36 samples. Its data were reported in "Dynamics of miRNA accumulation during C. elegans larval development" (2024).

How the data were processed

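Small RNA libraries had been prepared from synchronized C. elegans cultures of wild-type N2 animals (WT) and of ebax-1(tm2321) mutants kept at 25 °C and collected every hour from 25 to 42 h after first-stage larvae were plated. The series holds 36 libraries, 18 per strain, with 1 library per strain and hour. Strain and hour of each library were taken from the sample labels. The labels name no separate cultures within a strain, so replicate numbers are names only and pair no libraries.

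The authors trimmed the 3′ adapter with QuasR, aligned the reads to the ce10 genome with Bowtie while keeping reads with many matching positions, and counted reads that began near the 5′ end of each mature strand annotated in miRBase, on the annotated strand only. Tool versions are not given in the sources used here. The deposited count table holds whole-number read counts for 437 mature miRNAs, not normalized. The deposited log2 table was made by the authors from those counts by division by the library total, multiplication by the mean total, addition of 8 and log2 transformation, and recomputing it from the counts gave values that differed by at most 5e-04. Because reads with several matching positions were kept, strands of near-identical sequence can share reads, and their single values are uncertain to that extent. Sequences of the strands were not compared here, so the strands affected are not known from these data. A shared seed alone does not make strands share reads. Library totals were 2832088 to 8060155 counts. Reads carried no molecular identifiers, so the errors given cover scatter between libraries and not the number of distinct molecules.

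All tests used the counts as deposited. Log2 levels quoted per hour are the authors' deposited log2 values. For strain comparisons the time of each mutant library was reduced by 3 h to match the slower development of the mutant, which paired WT 25 to 39 h with ebax-1(tm2321) 28 to 42 h in 15 aligned hours (30 libraries). Low-count miRNAs were removed with filterByExpr by strain (minimum count 10), libraries were scaled with TMM factors, and edgeR 4.0.16 quasi-likelihood F-tests were run in R 4.3.3 with a Benjamini-Hochberg adjusted p of 0.01 as the threshold. The design matrix held a cubic B-spline of aligned time with 6 components and its products with strain. The 7 strain coefficients were tested together, the 6 strain-by-spline coefficients were tested for a difference that changes over time, and an additive fit gave 1 log2 difference (ebax-1(tm2321) minus WT) with its standard error per miRNA. Strain differences were also fitted in windows of 25 to 29 h, 30 to 35 h and 36 to 39 h (5, 6 and 4 aligned hours) with the aligned hour as a factor, together with the differences between neighbouring windows.

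The guide of a hairpin was the strand with the higher mean over all 36 libraries, and the other strand is called the passenger. The log2 ratio of guide to passenger (TMM-scaled counts with a pseudocount of 8) was tested with limma 3.58.1 with an intensity trend in 86 hairpins with both strands kept. By this rule miR-788-3p, miR-41-5p and miR-42-5p counted as guides, although their hairpins' other strands are commonly treated as the guides, so values of both strands are given where both were kept. The mutant libraries enter this mean, and of these 86 hairpins only miR-230 has another guide, miR-230-5p, when WT libraries alone are used. Rhythms were fitted over 11 aligned hours (22 libraries) with cosine, sine and linear terms for a period of 7 h, and the 2 strain-by-rhythm terms were tested with edgeR. Change over time was tested within each strain over its 18 libraries. Rises and falls are the mean log2 of TMM-scaled CPM at 40 to 42 h minus that at 25 to 27 h, not the deposited levels. The delay of the mutant was estimated without a test as the shift from 0 to 6 h with the smallest mean squared difference between strains in centred log2(CPM + 8) of passenger strands over 12 aligned hours, with 1000 bootstraps over hairpins. Gene lists were tested with limma's fry and camera on TMM log2 CPM (prior count 2). fry tests whether the members of a list move one way on balance and does not compare them with other miRNAs or lists, whereas camera does make that comparison.

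The 16 lists were the miR-35, let-7, lin-4, miR-51 and miR-58 families, miR-61 with miR-247, which share a seed, the miR-64 and miR-42-44 clusters, miRNAs that rise from the L3 stage, markers of muscle, neurons, intestine and of embryos or germline, miRNAs the study named as responsive to EBAX-1 with their passenger strands as a further list, and miRNAs it named as unresponsive. The lists, tests, 3 h alignment, alternatives and the rule for naming miRNAs were fixed before the data were examined, apart from those stated as added later. The rule named the 10 largest positive and 10 largest negative mean differences among miRNAs past the threshold in both the joint and the mean test with 1 sign in at least 12 of 15 hours, all members of the responsive and unresponsive lists, the 5 smallest p-values per difference between windows and in the rhythm test, the 5 largest ratios in each direction, and the 5 largest rises and falls in WT. Other names given are examples from lists or are stated as chosen after their values were seen.

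Alternatives were library-total scaling, DESeq2 1.42.0 size factors, no filter, a threshold of 0.05, limma on log2(x + 8), the DESeq2 likelihood ratio test, mutant shifts of 0, 2 and 4 h, a spline with 4 components, aligned hour as a factor, every second aligned hour, other window limits, a pseudocount of 1, periods of 6.5 and 8 h, 12 aligned hours for the rhythm, other strands and scalings for the delay, camera for fry, and leaving out each of the 30 libraries. Added after the data were seen were fits without the ebax-1(tm2321) 34 h library, which departed most from its neighbouring hours, a 2 h shift without it and for the lists, the other strands of miR-41, miR-42 and miR-788 in the lists, each library in turn as the TMM reference, the lists' medians and calls under each scaling, guides named by their means in WT alone, and miR-42-3p and miR-788-5p as guides in the ratio. Strain labels were also swapped within aligned hours in 99 random ways, which with the real labels gave 100 splits.

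Each test was run on simulated counts drawn from the real means and library totals with 200 of the 437 miRNAs changed. For the mean strain difference (239 miRNAs run), 96.8% of miRNAs changed by 0.585 log2 and 100% of those changed by 1 or 2 log2 were recovered, with 0 calls among 127 unchanged ones. The simulated counts had a fixed dispersion and as many increases as decreases. The absence of false calls therefore does not cover unbalanced changes or errors of scaling in the real libraries. For a difference that began part-way through the series, 9.68%, 54.8% and 100% of changes of 0.585, 1 and 2 log2 were recovered, with 0 calls among 127 unchanged ones. For the rhythm, 51.6%, 88.1% and 100% were recovered with 0 calls among 129 unchanged miRNAs when changes went in both directions. A first version of that simulation, in which all changed miRNAs moved in a single phase, gave 23 calls among 131 unchanged ones, and the balanced version was added after this was seen. The rhythm test thus makes false calls when many miRNAs oscillate together. The fitted shift was 3 h for a simulated shift of 3 h and 2 h for a simulated shift of 2 h.

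Positions were looked up by name in the WBcel235 annotation, which matched 240 of the 247 hairpins. It is not the build the authors aligned to, so only chromosomes and host genes are given. The let-7, miR-789 and miR-2217b hairpins were not matched.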

Results

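Small RNAs were sequenced from synchronized C. elegans cultures of wild-type N2 animals (WT) and of ebax-1(tm2321) mutants, which carry a lesion in EBAX-1, the worm counterpart of the miRNA decay factor ZSWIM8. Animals were collected every hour from 25 to 42 h after plating at 25 °C, from late larval stages into young adulthood, which gave 36 libraries, 18 per strain. Reads counted over 437 mature miRNAs totalled between 2832088 (25 h) and 5579822 (26 h) per library in WT, and between 3720038 (42 h) and 8060155 (34 h) in the mutant. Each hour had 1 library per strain, so p-values of the spline and rhythm fits measure scatter around smooth curves over time. Those of the window tests measure scatter of the hourly strain differences within windows. Strain cannot be told apart from culture or library preparation. The ebax-1 gene lies on chromosome IV and is not a miRNA, so the mutated gene itself could not be checked in these counts. Differences below are log2 values of mutant minus WT ± SE over 15 aligned hours (n = 15 libraries per strain), with mutant time reduced by 3 h.

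**Figure D1:**
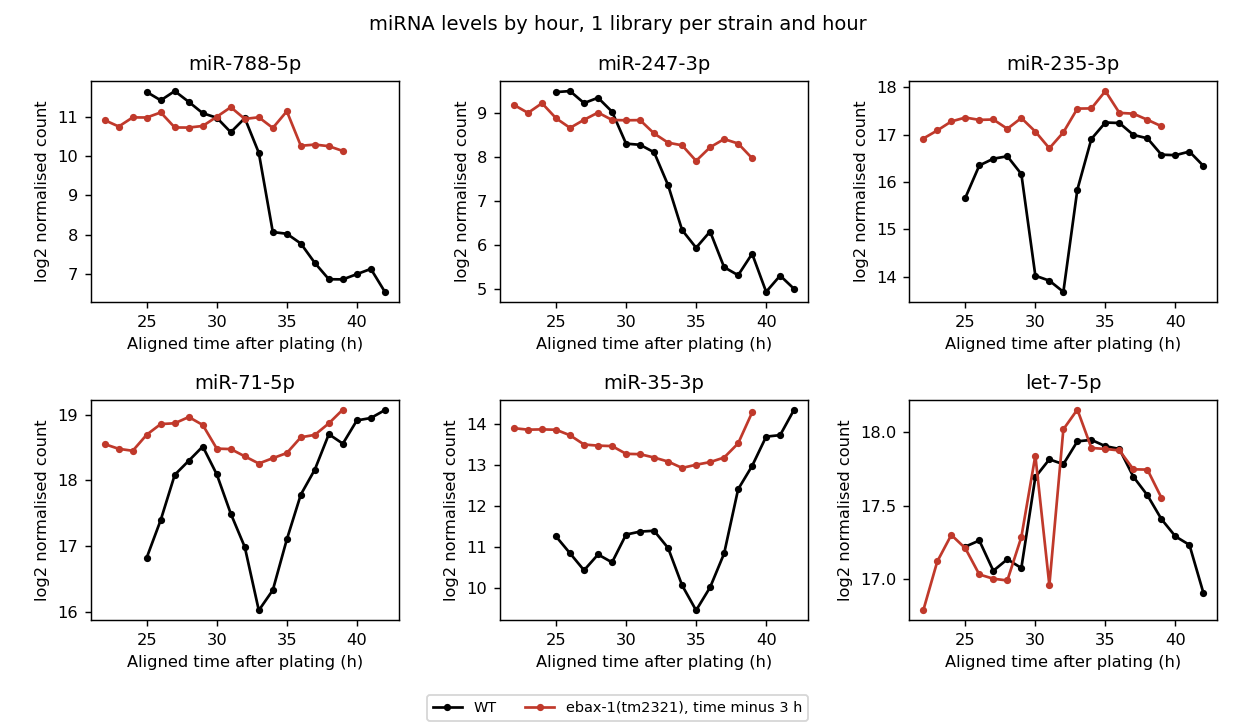
Deposited log2 normalised counts (y axis) of 6 miRNAs in WT (black) and ebax-1(tm2321) (red) against aligned hours after plating (x axis, mutant time minus 3 h), with 1 library per point. miR-788-5p in WT went from 11.63 at 25 h to 6.54 at 42 h, while in the mutant it went from 10.91 to 10.13, and let-7-5p of the mutant dips in the 34 h library, drawn at 31 h.

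The first comparison asked which miRNAs accumulated to different levels without EBAX-1 in late larval development. The largest differences were in the miR-35 family, miRNAs with a shared seed that are abundant in embryos. miR-38-3p was 2.76 ± 0.13 higher in the mutant, a 6.76-fold difference, miR-39-3p was 2.74 ± 0.15 higher and miR-35-3p was 2.61 ± 0.14 higher. miR-40-3p (2.28 ± 0.12), miR-37-3p (2.21 ± 0.13) and miR-36-3p (1.97 ± 0.11) followed, and each of these 6 was higher in 15 of 15 aligned hours. In the WBcel235 annotation the miR-35 to miR-41 hairpins lie on chromosome II within an intron of Y62F5A.9, on the opposite strand. The hairpins of miR-42, a further member of the family, and of miR-43 are intergenic and also on chromosome II. They gave differences of 2.38 ± 0.21 for miR-42-3p and 2.47 ± 0.13 for miR-43-3p. Outside the miR-35 to miR-43 hairpins the largest were miR-4807 (2.30 ± 0.13) and miR-230-3p (2.10 ± 0.08), from intergenic hairpins on chromosome X, again higher in 15 of 15 hours. miR-4807 was rare, with a mean deposited log2 level of 4.33 in WT and 6.01 in the mutant. Its WT level was below those of miR-2217b-3p (4.96) and miR-792-3p (5.39).

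Strands of other miRNAs that the study named as responsive were also higher. miR-235-3p, whose hairpin is intergenic on chromosome I, was 1.40 ± 0.23 higher (adjusted p = 5.57e-06) and miR-71-5p, from an intron of ppfr-1 on the same strand, was 1.21 ± 0.14 higher (adjusted p = 2.11e-08), both in 15 of 15 hours. miR-247-3p was 1.05 ± 0.25 higher (adjusted p = 0.000843) and miR-788-5p 1.22 ± 0.33 higher (adjusted p = 0.00247), each in 11 of 15 hours. The other strand of miR-788, miR-788-3p, was lower at -0.28 ± 0.07 (adjusted p = 0.00139, lower in 13 of 15 hours), from about the same mean abundance (403 CPM against 312 CPM for miR-788-5p). miR-41-5p (0.52 ± 0.16, adjusted p = 0.00658) and miR-42-5p (0.51 ± 0.14, adjusted p = 0.00202) were higher in 11 and 13 of 15 hours. The calls of miR-788-5p, miR-41-5p and miR-42-5p were each lost under library-total scaling, at 1.01, 0.33 and 0.31. With every second aligned hour these calls (1.29, 0.56 and 0.35) and those of miR-247-3p (1.09) and miR-788-3p (-0.25) were lost too. The call of miR-788-5p was also lost with the aligned hour as a factor (1.25) and without a shift of the mutant (1.29), and those of miR-41-5p and miR-42-5p with limma (0.34 and 0.30) and with a spline of 4 components (0.48 and 0.47), that of miR-42-5p with a shift of 4 h as well (0.42). That of miR-41-5p was also lost without WT 29 h (0.53), WT 33 h (0.48), mutant 32 h (0.56) or mutant 42 h (0.48), and that of miR-788-3p without the filter (-0.11) and without WT 25, 26, 27, 31, 32, 35 or 39 h or mutant 28, 29, 31, 34, 36, 37 or 41 h, at values from -0.23 to -0.19 for these leave-outs.

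The largest decreases were smaller in size. miR-795-3p was lower at -1.35 ± 0.07 and its guide miR-795-5p at -0.82 ± 0.06, and miR-1822-3p, from an intron of ZK84.2, was lower at -1.10 ± 0.09, all in 15 of 15 hours. miR-789-5p (-0.93 ± 0.07), miR-793 (-0.81 ± 0.04) and miR-1020-3p (-0.85 ± 0.09) were lower in 15 of 15 hours as well. The same held for the rarer miR-2217b-3p (-0.98 ± 0.15) and miR-792-3p (-0.88 ± 0.11), with mean levels of 3.64 and 5.73 CPM. miR-799 (-0.88 ± 0.12) and lsy-6-3p (-0.76 ± 0.13), a miRNA of gustatory neurons, were lower in 14 of 15 hours. The 10 largest increases and 10 largest decreases kept direction and call in all 43 alternative fits and leave-outs of the mean difference.

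**Figure D2:**
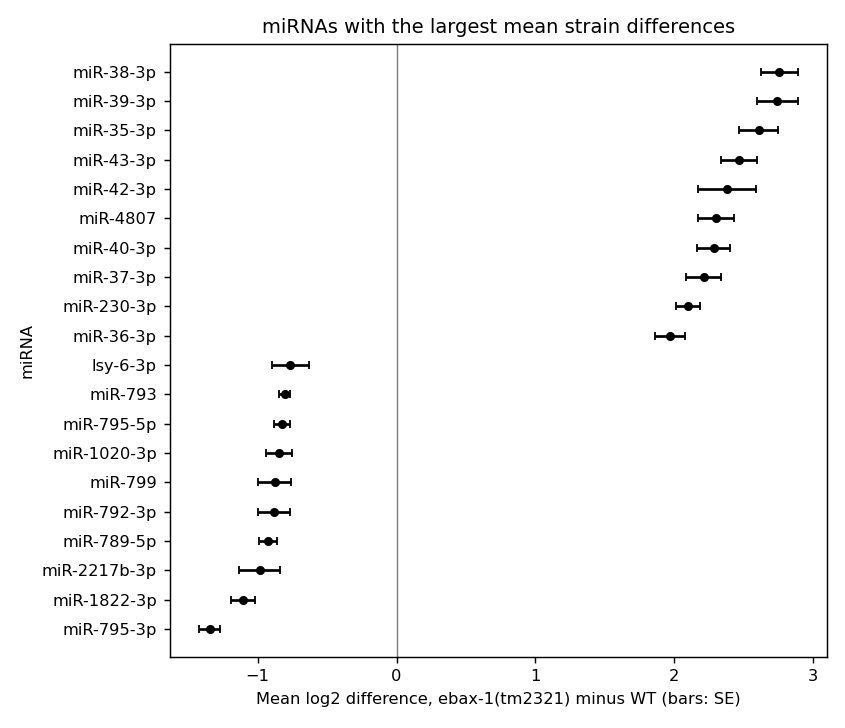
Mean log2 difference between strains (x axis, ebax-1(tm2321) minus WT) for the 10 largest increases and 10 largest decreases named by the fixed rule (y axis, miRNA names). Points are edgeR estimates over 15 aligned hours, bars are SE, and values run from -1.35 for miR-795-3p to 2.76 for miR-38-3p.

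Of 241 miRNAs with enough counts, 58 were higher and 64 lower in the mutant by edgeR's quasi-likelihood F-test of the mean difference, with median differences of 0.59 and -0.43. 16 of the increases and 2 of the decreases exceeded 1 log2. In the joint test of the strain terms 109 miRNAs passed, and 48 higher and 48 lower miRNAs passed both tests with the same sign in at least 12 of 15 hours. The split by direction depended on scaling: it was 34 higher and 116 lower with library totals and 68 and 62 with DESeq2 size factors. It was 35 and 117 with limma, which also changed the test and the transformation. Without the filter it was 90 and 40 of 395 miRNAs, a larger tested set with other TMM factors. The median difference of the 241 miRNAs was -0.03 with TMM, -0.23 with library totals and 0.13 without the filter, and 34 of the 64 decreases stayed called without the filter.

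The guides of let-7 and lin-4, which are heterochronic miRNAs, gave small values. For this time course the study described negligible change for the passenger strand of lin-4 and for let-7. It did not describe the lin-4 guide in the mutant. let-7-5p was at 0.19 ± 0.07 (adjusted p = 0.0241) and lin-4-5p at 0.19 ± 0.08 (adjusted p = 0.0381), which did not pass the threshold. Their passenger strands did: let-7-3p was 0.69 ± 0.20 higher (adjusted p = 0.00352, higher in 12 of 15 hours) and lin-4-3p was 0.63 ± 0.18 higher (adjusted p = 0.00331, 13 of 15 hours). The call of lin-4-3p thus differs from the study's description of that strand. With library totals the passenger differences were 0.49 and 0.42 and did not pass, nor did they with limma (0.51 and 0.44), with a shift of 4 h (0.52 and 0.51) or with every second aligned hour (0.82 and 0.77). With library totals let-7-5p was at -0.00 and lin-4-5p at -0.01, with limma at -0.01 for both. let-7-5p passed with DESeq2 size factors (0.23), without the filter (0.37) and by DESeq2's likelihood ratio test (0.23), and lin-4-5p passed without the filter (0.36) and by DESeq2's likelihood ratio test (0.22). let-7-5p passed, at 0.22 to 0.29, on leaving out any 1 library except WT 33 h, mutant 38 h or mutant 42 h, and lin-4-5p passed, at 0.24 to 0.28, without WT 28, 30, 32 or 36 h or mutant 30, 34, 35, 36, 37 or 41 h.

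The next question was whether families and tissue markers moved together. All 8 guides of the miR-35 family rose (8 also when adjusted over the list alone), with a median of 2.25 (fry adjusted p = 3.92e-14, adjusted p = 0.0730 with an estimated correlation). miR-41 and miR-42 entered this list by their 5p strands, which lack the shared seed. Of the embryo or germline list, which holds the same family with miR-43 and miR-44, 10 of 10 rose, 10 when adjusted over the list alone (fry adjusted p = 5.31e-16, adjusted p = 0.0288 with an estimated correlation). All 3 of the miR-42-44 cluster rose, 3 when adjusted over the list alone (adjusted p = 9.95e-14, adjusted p = 0.0730 with an estimated correlation), with miR-44-3p at 0.49 ± 0.07. miR-45-3p, from a hairpin outside this cluster, was also at 0.49, and both fell alike over time in WT (-1.07 and -1.08). Shared reads may thus give the miR-44-3p value, which is not a secure member of this list or of the embryo or germline list. Both miR-61-3p and miR-247-3p, which share a seed, rose, 2 when adjusted over the list alone, with miR-61-3p at 0.55 ± 0.07 (adjusted p = 2.39e-06, adjusted p = 0.443 with an estimated correlation). In the lin-4 family miR-237-5p rose by 0.55 ± 0.05 and 1 of 2 members passed, 1 when adjusted over the list alone (adjusted p = 1.32e-07, adjusted p = 0.443 with an estimated correlation).

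Other families gave smaller values. None of the 4 let-7 family guides passed, 0 when adjusted over the list alone (median 0.02, fry adjusted p = 0.646), and 0 of 6 miR-51 family guides passed, 0 when adjusted over the list alone (median -0.04, adjusted p = 0.646). In the miR-58 family, the bantam relatives, only miR-80-3p of 4 members passed, lower at -0.25 ± 0.04, 1 when adjusted over the list alone (adjusted p = 0.00184, adjusted p = 0.821 with an estimated correlation). In the miR-64 cluster miR-65-5p was higher (0.23 ± 0.07) and miR-229-5p lower (-0.38 ± 0.05), 1 and 1 when adjusted over the list alone (adjusted p = 0.904), and its median of 0.12 differed in sign from the fry direction. Of 6 miRNAs that rise from the L3 stage, miR-357-3p alone passed (0.38 ± 0.08), 1 when adjusted over the list alone (adjusted p = 0.280), with a median of -0.03 and a mean of 0.06. The muscle marker miR-1-3p was at -0.00 ± 0.04, 0 when adjusted over the list alone (adjusted p = 0.904). Of the neuronal markers lsy-6-3p fell and miR-124-3p was at 0.27 ± 0.09 (adjusted p = 0.0120), which gave 1 lower, and 1 higher and 1 lower when adjusted over the list alone (list adjusted p = 0.0960). The intestinal marker miR-60-3p fell by 0.48 ± 0.09, 1 when adjusted over the list alone (adjusted p = 6.46e-05, adjusted p = 0.499 with an estimated correlation).

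Directions of these weakly moving lists changed with the scaling. With library totals the median was -0.17 for the let-7 family (3 of 4 lower), -0.08 for the miR-64 cluster and -0.20 for miR-1-3p, and without the filter it was 0.13 for the miR-51 family, 0.07 for the miR-58 family, 0.15 for the L3 list and 0.17 for miR-1-3p. Calls of single members moved as well. In the miR-58 family library totals gave 3 lower members, while without the filter miR-80-3p did not pass (-0.08) and miR-58a-3p was higher (0.29). In the miR-64 cluster miR-65-5p did not pass with library totals (0.03), which gave 2 lower members and 0 higher, while DESeq2 size factors gave 2 higher and 1 lower and no filter gave 3 and 1. In the L3 list miR-357-3p did not pass with library totals (0.18) and miR-358-3p was lower (-0.26), while without the filter miR-240-5p was higher too (0.32). The let-7 family had 1 higher with DESeq2 size factors and 2 without the filter, and the miR-51 family had 2 lower with library totals. The muscle marker miR-1-3p was called lower with library totals (adjusted p = 9.65e-06) and higher without the filter (adjusted p = 0.00277). miR-124-3p was higher with DESeq2 size factors (0.30) and without the filter (0.44). The miR-35 family had 6 of 8 higher and the miR-42-44 cluster 2 of 3 with library totals. The medians of the miR-35 family (2.05 to 2.41), of miR-61-3p with miR-247-3p (0.60 to 0.97), of the lin-4 family (0.17 to 0.54) and of miR-60-3p (-0.68 to -0.31) kept their sign under all 4 scalings, although lin-4-5p alone was at -0.01 with library totals.

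For the miRNAs the study named as responsive, a list chosen partly on these samples and so not independent evidence, 11 of 12 guides were higher and miR-788-3p lower, 11 and 1 when adjusted over the list alone (adjusted p = 1.75e-15, adjusted p = 0.0288 with an estimated correlation), against 9 and 1 with library totals and 11 and 0 without the filter. Of their 8 measured passengers 5 were higher and 1 lower, 5 and 1 when adjusted over the list alone (adjusted p = 9.90e-05, adjusted p = 0.499 with an estimated correlation), and with library totals 2 were higher and 1 lower. The lower one was miR-71-3p at -0.55, and the highest were miR-42-3p and miR-788-5p, which count as passengers here only by mean abundance. With the 3p strands of miR-41 and miR-42 and the 5p strand of miR-788, the responsive list had 11 measured members, moving up (fry adjusted p = 1.37e-17). The list named as unresponsive, also chosen on these samples and not independent evidence, had 2 of 4 higher, 2 when adjusted over the list alone (adjusted p = 0.000205, adjusted p = 0.499 with an estimated correlation), against 0 with library totals, 3 with DESeq2 size factors and 4 without the filter. It holds both strands of let-7 and lin-4, although the study did not describe the lin-4 guide in the mutant. Of 16 lists 10 passed with fry. With camera 3 passed at the preset correlation and 0 with an estimated one, where 4 had an unadjusted p under 0.05.

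Strain differences were then followed over the series, since miR-788 and miR-247 decline in the last larval stage of WT. At 25 to 29 h miR-788-5p differed by -0.34 ± 0.32 and miR-247-3p by -0.24 ± 0.21, neither past the threshold. At 30 to 35 h they were 1.39 ± 0.32 and 1.28 ± 0.21 higher in the mutant, and at 36 to 39 h they were 3.22 ± 0.40 and 2.77 ± 0.28 higher. The difference of miR-235-3p was 1.29 ± 0.34, 2.27 ± 0.33 and 0.53 ± 0.37 in the same windows, and that of miR-71-5p was 1.25 ± 0.24, 1.60 ± 0.22 and 0.64 ± 0.26, with the last value of each not past the threshold (adjusted p = 0.302 and 0.0672). miR-35-3p differed by 3.06 ± 0.24, 2.58 ± 0.22 and 2.07 ± 0.27, miR-39-3p by 3.27 ± 0.20, 2.83 ± 0.18 and 1.89 ± 0.22, and miR-38-3p by 2.85 ± 0.26, 2.57 ± 0.24 and 2.92 ± 0.31. miR-42-3p, in contrast, was 2.48 ± 0.22, 1.58 ± 0.20 and 3.85 ± 0.29 higher.

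The strain-by-time test passed for 18 miRNAs, among them miR-788-5p and miR-247-3p (both adjusted p = 2.26e-08), miR-35-3p to miR-40-3p, miR-42-3p, miR-43-3p, miR-71-5p and miR-235-3p. The count was 74 without a shift of the mutant, 43 with a shift of 4 h and 34 by DESeq2's likelihood ratio test. In that test 11 of 100 label splits gave as many miRNAs, the real one included, and here too a split turns a constant strain difference into one that jumps between hours. Within windows 37 miRNAs were higher and 32 lower at 25 to 29 h, 32 and 34 at 30 to 35 h, and 26 and 21 at 36 to 39 h, and the middle window gave 125 in all with library totals and 123 with limma. Between the first and second windows 0 differences passed in edgeR and 0 in limma, with 38 at an unadjusted p under 0.05, and the smallest adjusted p was that of miR-247-3p (1.51 ± 0.29, adjusted p = 0.0164). The values of miR-43-3p (0.90 ± 0.19), miR-797-5p (1.01 ± 0.22), miR-788-5p (1.73 ± 0.45) and miR-5592-3p (-0.77 ± 0.20) came next. Between the second and last windows miR-42-3p passed (2.27 ± 0.34, adjusted p = 0.000828), and miR-247-3p (1.49 ± 0.34), miR-790-5p (2.35 ± 0.56), miR-67-5p (0.80 ± 0.21) and miR-788-5p (1.83 ± 0.50) did not, with 26 at an unadjusted p under 0.05. The miR-42-3p call was lost with a shift of 4 h (1.93), with window limits 1 h later (2.17) and on leaving out WT 36, 37, 38 or 39 h or mutant 33, 34, 39, 40 or 41 h, where its difference stayed between 2.03 and 2.31 on leaving out 1 library.

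The ratio of the guide to its passenger separates equal changes of both strands of a hairpin from unequal ones. A higher ratio can therefore occur when both strands rise. It was higher in the mutant for miR-35 (2.23 ± 0.15), miR-230 (2.21 ± 0.11), miR-43 (2.11 ± 0.17), miR-40 (2.10 ± 0.18) and miR-39 (2.02 ± 0.18). miR-36 (1.80 ± 0.14), miR-71 (1.79 ± 0.12) and miR-37 (1.38 ± 0.14) were higher too. The passengers miR-35-5p (0.44), miR-37-5p (0.85), miR-39-5p (0.68) and miR-43-5p (0.34) were also called higher, by less than their guides. Those of miR-36 (0.19) and miR-40 (0.28) did not pass. For miR-230 the strand counted as the guide was 2.10 higher and miR-230-5p was at -0.11 (adjusted p = 0.278). miR-230-3p counts as the guide only through the mutant libraries, since the mean deposited log2 level in WT was 10.33 for miR-230-3p and 10.96 for miR-230-5p, against 12.50 and 10.92 in the mutant, and with the strands named by their means in WT 17 ratios were higher and 15 lower. For miR-71 the guide was higher while the passenger miR-71-3p was lower at -0.55 (adjusted p = 2.84e-06). The ratio was lower for miR-42 (-1.89 ± 0.21) and miR-788 (-1.59 ± 0.32), where the strand counted as the passenger rose and which turn to 1.89 and 1.59 when miR-42-3p and miR-788-5p, commonly treated as the guides, are taken as such, and for miR-77 (-0.92 ± 0.10), miR-789 (-0.86 ± 0.11) and miR-797 (-0.80 ± 0.20). Of 86 hairpins, 18 ratios were higher and 14 lower by limma, against 20 and 12 with miR-42-3p and miR-788-5p as guides, and 29 were higher without the filter. Over all hairpins with a called guide, the other strands had a median difference of 0.19 where the guide was higher (23 hairpins) and of -0.34 where it was lower (18 hairpins), and with guides named by their means in WT alone these medians were 0.24 (22 hairpins) and -0.34 (18 hairpins). The ratios of let-7 (-0.51 ± 0.21, adjusted p = 0.0473) and lin-4 (-0.43 ± 0.16, adjusted p = 0.0311) did not pass.

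**Figure D3:**
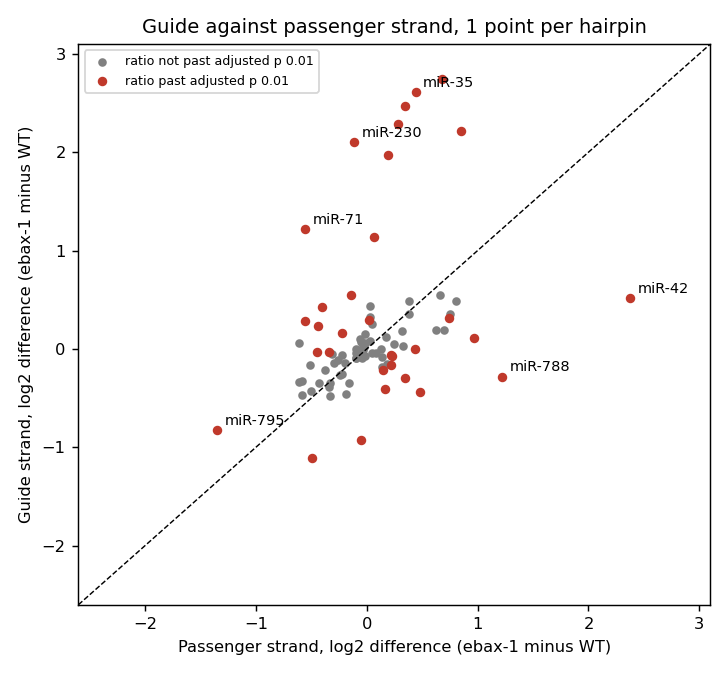
Log2 difference between strains of the guide (y axis) against that of the passenger (x axis), 1 point per hairpin with both strands kept (86 hairpins). Red points have a guide to passenger ratio past the threshold (18 above the dashed line of equal change, 14 below it), with miR-230 at 2.10 for the guide and -0.11 for the passenger.

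Rhythmic accumulation was compared because miR-235 and miR-71 levels oscillate in WT larvae. In WT the fitted 7 h amplitude of miR-235-3p was 1.66 log2 and in the mutant 0.28 (adjusted p = 0.0438), and that of miR-71-5p was 0.92 and 0.19 (adjusted p = 0.0438). The amplitude of miR-36-3p was 0.51 in WT and 0.10 in the mutant (adjusted p = 0.0182). The passenger strands lin-4-3p (1.67 and 1.17, adjusted p = 0.111), let-7-3p (2.10 and 1.59, adjusted p = 0.220) and miR-71-3p (0.65 and 0.37, adjusted p = 0.442) had lower fitted amplitudes in the mutant, and their rhythm terms did not pass. These p-values test amplitude and phase together. The rhythm terms of lin-4-3p, let-7-3p, miR-235-3p, miR-71-5p and miR-36-3p passed with a period of 8 h (amplitude differences of -0.53, -0.49, -1.41, -0.81 and -0.45). They also passed without a shift of the mutant (-0.54, -0.42, -1.54, -0.68 and -0.39). Without that shift the delay of the mutant can enter as a phase difference, so those calls do not show a difference in amplitude. The terms of miR-36-3p also passed with library totals (-0.48), DESeq2 size factors (-0.39) and limma (-0.49). let-7-5p (0.11 and 0.15), lin-4-5p (0.30 and 0.16), miR-228-3p (0.53 and 0.14) and miR-41-5p (0.69 and 0.27) did not pass either, and miR-235-5p had too few counts. Of 243 miRNAs, 0 passed adjusted p 0.01 in edgeR, with 37 at an unadjusted p under 0.05 and 3 at an adjusted p under 0.05, against 1 in limma, so differences in rhythm were not established at the fixed threshold over these 11 aligned hours. The count was 8 with a period of 8 h and 14 without a shift of the mutant. Of 100 label splits 30 gave as many miRNAs at an unadjusted p under 0.05, a count that such splits can raise by turning a constant strain difference into one that jumps between hours.

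Within WT the series showed large changes over time. From 25 to 27 h to 40 to 42 h, miR-1817 rose by 5.88 log2, miR-246-3p by 5.45, miR-85-3p by 5.08, miR-39-5p by 4.67 and miR-37-5p by 4.49. Over the same interval miR-788-5p fell by 4.43, miR-247-3p fell by 4.26, let-7-3p fell by 2.55, miR-52-3p fell by 2.46 and miR-42-3p fell by 2.12. All 6 miRNAs of the list that rises from the L3 stage passed in WT, with miR-85-3p at 5.08, miR-359 at 3.53, miR-786-3p at 2.05, miR-358-3p at 1.70, miR-357-3p at 1.34 and miR-240-5p at 0.64. In the mutant, unshifted in time, the change of miR-788-5p was -0.45 (adjusted p = 0.0107, not past the threshold) and that of miR-247-3p was -0.71 (adjusted p = 0.000294), while miR-85-3p rose by 7.30 and miR-246-3p by 6.43. In edgeR 158 of 218 WT miRNAs passed (75 rising and 83 falling) and 131 of 222 in the mutant (72 rising and 59 falling), with 117 in both.

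The offset in developmental time between strains was estimated from 86 passenger strands. The distance between strains was smallest at a shift of 2 h, where the mean squared difference was 0.0954 against 0.117 at 3 h and 0.232 at 0 h, and 2 h was chosen in 999 of 1000 bootstraps over hairpins. Interpolation between hours gave 2.15 ± 0.0651 h (bootstrap SD, interval 2.01 to 2.27 h), and guides alone gave 2.18 h. The shift of 3 h was kept for all comparisons above. With 2 h, 66 miRNAs were higher and 58 lower on average, and the calls of miR-788-3p (-0.12) and miR-41-5p (0.31) were lost. The distance has 1 library per strain and hour, and the bootstrap covers differences between hairpins only.

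**Figure D4:**
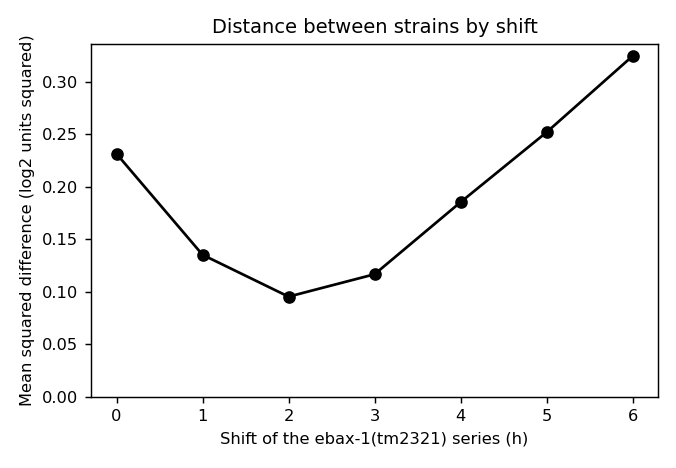
Mean squared difference between strains of centred log2 levels of 86 passenger strands (y axis, log2 units squared) against the shift of the mutant series in hours (x axis), with 12 aligned hours per shift. The lowest point is 0.0954 at 2 h, next to 0.117 at 3 h.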

Values the study reported

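The study sampled this time course from 25 to 42 h after plating and reported a delay of about 3 h of the ebax-1(tm2321) mutant by staging of vulva morphology. It placed the decline of miR-788 and miR-247 in WT at about 30 h and the transition of WT animals to adulthood at about 36 h. For differential expression in its other ebax-1 sequencing time course it used an adjusted p-value of 0.01 as the threshold.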

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

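The tests of production from both strands, with guides named over all libraries or in WT alone, and of the scaling of the libraries were chosen only after the results they bear on were seen, and the tests of timing and the label swaps were planned.

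The strain difference changed over the series for 18 miRNAs by the strain-by-time test (adjusted p from 2.26e-08 to 0.00759), given here as the difference at 36 to 39 h minus that at 25 to 29 h, which was not the quantity tested, and the count was 74 without a shift of the mutant, 43 with a shift of 4 h and 34 by DESeq2's likelihood ratio test. It grew for miR-788-5p (3.555), miR-247-3p (3.004), miR-797-5p (1.912), miR-42-3p (1.374), miR-43-3p (1.216) and miR-230-3p (0.6218). It shrank for miR-39-3p (-1.377), miR-35-3p (-0.9868), miR-37-3p (-0.8281), miR-40-3p (-0.8006), miR-5592-3p (-0.7795), miR-235-3p (-0.7546), miR-36-3p (-0.6874), miR-71-5p (-0.6148) and miR-75-5p (-0.2367). Values at both ends were close for miR-49-3p (0.1951), miR-38-3p (0.06678) and miR-239a-3p (-0.01507).

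Chance could not be excluded for the count of 18, since 11 of 100 swaps of strain labels within aligned hours gave as many miRNAs, the highest 68. Swapping labels turns a constant strain difference into one that jumps between hours, which can raise these counts, so the swaps do not settle the count of 18. Only the real labels reached the observed count for the joint strain test (1 of 100 splits, 109 miRNAs against a highest other of 66), the mean difference (1 of 100, 122 against 2), the windows (1 of 100, 182 calls against 52), the guide to passenger ratio (1 of 100, 32 against 1) and the lists (1 of 100, 10 against 4). A swap can also turn a constant strain difference into scatter, which lowers the swapped counts of the mean difference and the ratio. With 1 library per strain and hour, the swaps cannot exclude a chance difference between cultures or library preparations. Of the 16 lists 0 passed with camera at an estimated correlation, and the 3 lists of miRNAs the study named, chosen on these samples, are among the 10. For the rhythm, 30 of 100 splits gave as many miRNAs at an unadjusted p under 0.05 as the 37 observed, the highest 107. Constant strain differences that jump between hours after a swap can raise those counts, so the swaps do not settle the rhythm either.

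For the 64 lower miRNAs, the first pattern weighed, the 10 largest decreases, miR-795-3p and miR-1822-3p among them, stayed called lower with library totals, DESeq2 factors and no filter (least negative -0.5989, lsy-6-3p). These settings put the median of all miRNAs at -0.23 to 0.13, so the choice among them does not account for the 10. The 10 were picked as the most negative values in these data, which made their survival likely, so it does not exclude another error of scaling. Scaling stays open for the others too, since only 53.12% of the lower calls were kept without the filter. An earlier version of that test took library totals and DESeq2 factors only, kept at least 96.88% and would have argued against scaling, and it was replaced because the first lowers all values and the second moves them by about 0.03, so that neither could end many lower calls. Lower production of the hairpins may contribute, since the other strands of 18 hairpins with a lower guide had a median difference of -0.3388 (bootstrap interval -0.49 to -0.17) against -0.39 for the guides, the same values with guides named in WT alone, although an offset in scaling lowers both strands alike. Timing stays open too, with 76.56% kept at the worse of shifts of 2 and 4 h, and a biological effect of EBAX-1 on these miRNAs is untested.

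The guides higher in the mutant form the second pattern. An equal change of both strands is argued against for miR-71 and miR-35, whose guide and ratio were both higher, and for miR-230, whose 3p strand was higher and whose 5p strand was at -0.11. Higher production of the hairpins could not be ruled out for the set, since the other strands of 23 such hairpins had a median difference of 0.1919 (bootstrap interval 0.0303 to 0.444) against 0.51 for the guides, with 10 of the other strands called higher, and with guides named in WT alone, which the mutant levels do not influence, 22 hairpins gave 0.24 (0.0321 to 0.444) against 0.50. Scaling likewise stays open for the smaller differences, with 68.42% of the higher guides kept at the worse of library totals and DESeq2 factors. EBAX-1 is known to promote the decay of miRNAs, and decay of the guide strand was not measured here.

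For let-7-3p and lin-4-3p, the third pattern, the planned test of an offset in developmental timing could not decide the question. With a shift of 2 h, close to the delay of 2.15 h estimated from passenger strands, let-7-3p was at 0.9175 (adjusted p = 8.27e-05) and lin-4-3p at 0.7927 (adjusted p = 0.000192), both larger than at 3 h. Both strands fell over the series, let-7-3p by -2.55 in WT and -3.66 in the mutant, lin-4-3p by -1.36 and -2.24. Pairing WT with earlier mutant hours therefore tends to raise the difference, so the kept calls are no evidence against timing. With a shift of 4 h let-7-3p and lin-4-3p were at 0.52 and 0.51 and the calls were lost, so timing stays open for the calls. Both were also lost with library totals (0.49 and 0.42), so scaling stays open, and with limma (0.51 and 0.44) and every second hour (0.82 and 0.77).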

How the results depend on the processing

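Fits without the mutant 34 h library for the rhythm, time and the lists, a 2 h shift without it and for the lists, the other strands of miR-41, miR-42 and miR-788 in the lists, the lists' medians and calls under each scaling, guides named by their means in WT alone, miR-42-3p and miR-788-5p as guides in the ratio, and the TMM reference libraries were chosen after seeing the data, and the other alternatives were planned. Of the values of single miRNAs under all alternatives, 3248 kept direction and side of the threshold, 107 gained a call, 57 lost it, 67 without a call changed sign and 2 with a call turned direction. These 2 were miR-41-5p (-0.02123) and miR-788-3p (0.07228) without a shift of the mutant. Of the counts, 488 stayed within 1.5 times and 59 did not, and the delay moved by less than its bootstrap SD under all 4 alternatives. The cause was not tested where none is named.

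With library totals the mean difference gave 34 higher and 116 lower miRNAs, the middle window 125 and the rhythm 1. With DESeq2 size factors the first to second window difference gave 2 and the rhythm 1. Without the filter the mean difference gave 90 higher and 40 lower, the differences between windows 5 and 4, and the ratio 29 higher. At an adjusted p of 0.05, which is looser by construction, the strain-by-time test gave 30, the middle and late windows 109 and 74, the differences between windows 3 and 3, and the rhythm 3. limma gave 35 higher and 117 lower, 123 in the middle window, 2 for the second to last window difference and 1 for the rhythm, and DESeq2's likelihood ratio test gave 34 for the strain-by-time test. Without a shift of the mutant the strain-by-time test gave 74, the second to last window difference 4 and the rhythm 14, and with 4 h the strain-by-time test gave 43 and the differences between windows 8 and 0. Every second hour, with fewer samples, gave 34 higher and 35 lower. Window limits 1 h earlier gave 3 for the second to last difference, limits 1 h later gave 3 and 0 for the differences, and the early window without the hour factor gave 45. A period of 8 h gave 8 rhythm calls. Of the lists, camera called 0 with an estimated and 3 with a preset correlation, against 10 with fry.

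Leaving out 1 library at a time gave 0 to 3 calls between the first and second windows and 0 to 4 between the second and last. Calls of miR-247-3p, miR-43-3p or miR-797-5p between the first and second windows appeared without WT 28, 30, 35, 36, 37 or 39 h or mutant 39, 41 or 42 h, at 1.44 to 1.73, 0.90 to 1.02 and 1.09 to 1.15, and mutant 33 h left out gave 1 call of another miRNA. Between the second and last windows miR-247-3p and miR-788-5p gained calls without WT 35 h (1.55 and 2.07) or mutant 38 h (1.64 and 2.17), and miR-235-3p without WT 35 h (-2.16). The joint test gave 89 to 111, the mean difference 56 to 75 higher and 52 to 65 lower. With each of the 30 libraries as the TMM reference, the mean difference gave 52 to 81 higher and 43 to 73 lower, and the median of all miRNAs went from -0.06 to 0.08, so small differences such as that of let-7-5p depend on that choice. No paired analysis by replicate number was possible because these are names given in order. With each aligned hour as a pair of 1 WT and 1 mutant library, the mean difference gave 55 higher and 63 lower. Depth limits rare strands such as miR-2217b-3p (3.64 CPM), and miR-41-3p and miR-235-5p had too few counts to be tested.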

Other observations

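The test of chromosome IV was planned, and miR-34-5p, miR-253-3p and miR-797-5p were singled out after their values were seen.

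Outside the lists, miR-34-5p, a stress-related miRNA, was 1.14 ± 0.06 higher in the mutant (adjusted p = 2.18e-15) and miR-253-3p was 1.23 ± 0.08 higher (adjusted p = 9.19e-14), both in 15 of 15 aligned hours by edgeR. The passenger of miR-34 was at 0.07, and the ratio of its guide to its passenger was 1.09 ± 0.12 higher (adjusted p = 1.10e-08 by limma). miR-797-5p, the rarer strand of its hairpin, differed by 0.24, 1.24 and 2.15 in the 3 windows, while miR-797-3p was at 0.11 on average (adjusted p = 0.648).

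Deposited log2 levels, at hours not shifted between strains, are given for 2 miRNAs as examples. Those of miR-35-3p in WT went from a minimum of 9.46 at 35 h to 14.36 at 42 h, and in the mutant from a minimum of 12.94 at 37 h to 14.29 at 42 h. miR-71-5p in WT had a minimum of 16.03 at 33 h and a maximum of 19.07 at 42 h, whereas in the mutant it stayed between 18.26 and 19.08.

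One hypothesis was that sequence differences linked to the ebax-1 lesion on chromosome IV account for the calls. miRNAs on chromosome IV were called less often than those elsewhere (10 of 35, Fisher's exact two-sided p = 0.005812, odds ratio 0.339). This argues against linked changes at the miRNAs' own loci as the source of most calls. A linked difference that acts on miRNAs of other chromosomes would not be seen by this test and stays open. On chromosome II, which holds the miR-35 to miR-44 hairpins, 32 of 42 tested miRNAs were called. Neighbouring miRNAs are not independent, so the p-value is too small to that extent.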
